# Short-term intermittent cigarette smoke exposure enhances alveolar type 2 cell stemness via fatty acid oxidation

**DOI:** 10.1186/s12931-022-01948-4

**Published:** 2022-03-02

**Authors:** Hidehiro Irie, Mari Ozaki, Shotaro Chubachi, Ahmed E. Hegab, Akihiro Tsutsumi, Naofumi Kameyama, Kaori Sakurai, Shingo Nakayama, Shizuko Kagawa, Sachika Wada, Makoto Ishii, Tomoko Betsuyaku, Koichi Fukunaga

**Keywords:** Intermittent cigarette smoke, Lung stem cell, Alveolar type 2 cell, Colony-forming efficiency, Fatty acid oxidation, Carnitine palmitoyltransferase 1a

## Abstract

**Background:**

Cigarette smoke (CS) is associated with chronic obstructive pulmonary disease (COPD) and cancer. However, the underlying pathological mechanisms are not well understood. We recently reported that mice exposed to long-term intermittent CS for 3 months developed more severe emphysema and higher incidence of adenocarcinoma than mice exposed to long-term continuous CS for 3 months and long-term continuous CS exposure activated alveolar stem cell proliferation. However, the influence of variations in the CS exposure pattern in alveolar stem cell in unknown. Here, we exposed mice to 3 weeks of continuous or intermittent CS to identify whether different CS exposure patterns would result in differential effects on stem cells and the mechanisms underlying these potential differences.

**Methods:**

Female mice expressing GFP in alveolar type 2 (AT2) cells, which are stem cells of the alveolar compartment, were exposed to mainstream CS via nasal inhalation. AT2 cells were collected based on their GFP expression by flow cytometry and co-cultured with fibroblasts in stem cell 3D organoid/colony-forming assays. We compared gene expression profiles of continuous and intermittent CS-exposed AT2 cells using microarray analysis and performed a functional assessment of a differentially expressed gene to confirm its involvement in the process using activator and inhibitor studies.

**Results:**

AT2 cells sorted from intermittent CS-exposed mice formed significantly more colonies compared to those from continuous CS-exposed mice, and both CS-exposed groups formed significantly more colonies when compared to air-exposed cells. Comparative microarray analysis revealed the upregulation of genes related to fatty acid oxidation (FAO) pathways in AT2 cells from intermittent CS-exposed mice. Treatment of intermittent CS-exposed mice with etomoxir, an inhibitor of the FAO regulator Cpt1a, for 5 weeks resulted in a significant suppression of the efficiency of AT2 cell colony formation. In vitro treatment of naïve AT2 cells with a FAO activator and inhibitor further confirmed the relationship between FAO and AT2 stem cell function.

**Conclusions:**

Alveolar stem cell function was more strongly activated by intermittent CS exposure than by continuous CS exposure. We provide evidence that AT2 stem cells respond to intermittent CS exposure by activating stem cell proliferation via the activation of FAO.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-022-01948-4.

## Introduction

Lung cancer and chronic obstructive pulmonary disease (COPD) cause significant morbidity and mortality worldwide [1]. Emphysema is the irreversible destruction of distal airspaces and is an independent risk factor for lung cancer [2, 3]. Cigarette smoke (CS) is the major inducing factor for both lung cancer and COPD [4, 5]. Nevertheless, the mechanisms underpinning CS-induced emphysema and cancer have not been fully elucidated. We previously optimized an animal model of CS-induced lung cancer and emphysema. Using this model, we demonstrated that long-term continuous CS exposure for 3 months caused mild emphysema-like changes in the lung. Further, exposure to the same amount of CS in an intermittent manner resulted in a more severe form of emphysema and substantial induction of lung adenocarcinoma [6]. The intermittent CS exposure pattern induced marked changes in lung inflammatory cells underscored by an increase in macrophages, particularly M2-polarized macrophages within and around the vicinity of the adenocarcinomas [6].

Alveolar type 2 (AT2) cells play a major role in lung homeostasis and serve as a stem cell pool for self-regeneration and Alveolar type 1 (AT1) cell regeneration following alveolar injury [7, 8]. Long-term CS exposure is known to cause chronic inflammation, oxidative stress, and apoptosis of alveolar epithelial cells, which results in the destruction of the lung matrix [9]. We previously demonstrated that long-term CS exposure increased the number of AT2 cells, activated their stem cell function, and induced resistance to apoptosis, which was in contrast to our hypothesis that long-term CS exposure would suppress AT2 stem cell activity [10]. Mechanistically, we provided evidence that long-term CS exposure induced perturbations in circadian genes, thus inducing AT2 cell proliferation and resistance to apoptosis [10]. Based on our results in these two long-term CS exposure studies, we hypothesized that short-term (3 weeks) CS exposure would also induce AT2 stem cell activation. The aim of this study was to investigate whether different CS exposure patterns (continuous versus intermittent) would result in differential effects on AT2 stem cells and the mechanisms underlying these potential differences. To this end, we exposed two mouse groups to 3 weeks of either continuous or intermittent CS and examined AT2 stem cell activity using our in vitro 3D organoid/colony-forming assay [11]. We compared gene expression profiles of continuous and intermittent CS-exposed AT2 cells. Finally, we performed a functional assessment of a differentially expressed gene to confirm its involvement in the process using activator and inhibitor studies, and examined the effects on alveolar stem cell activation in a 3D organoid/colony-forming assay.

## Materials and methods

### Mice

Mice expressing green fluorescent protein (GFP) in cells expressing surfactant protein C (Sftpc) (CBA/Ca × C57BL6J) were obtained from Brigid Hogan, Duke University [12]. In this mouse line, GFP is strongly expressed in all AT2 cells and weakly expressed in a small population of cells at the bronchioalveolar duct junction (BADJ) and proximally located terminal bronchioles [11]. C57BL6J mice were used when GFP fluorescence was not required. All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee at Keio University.

### CS exposure

Female Sftpc/GFP and C57BL6 mice (9–11 weeks old) were exposed to mainstream CS generated from commercially available filtered cigarettes (Marlboro, 12 mg tar/1.0 mg nicotine) via nasal inhalation as previously reported [13]. To test the effects of repeated cycles of CS exposure on AT2 cell behavior, mice were divided into three groups. The study design and experimental protocol are presented in Fig. 1A. The mice were exposed to CS for 60 min/day, 5 days/week, and were sacrificed 24 h after the last CS exposure. Age-matched control mice were exposed to air over the same time period.

**Fig. 1:**
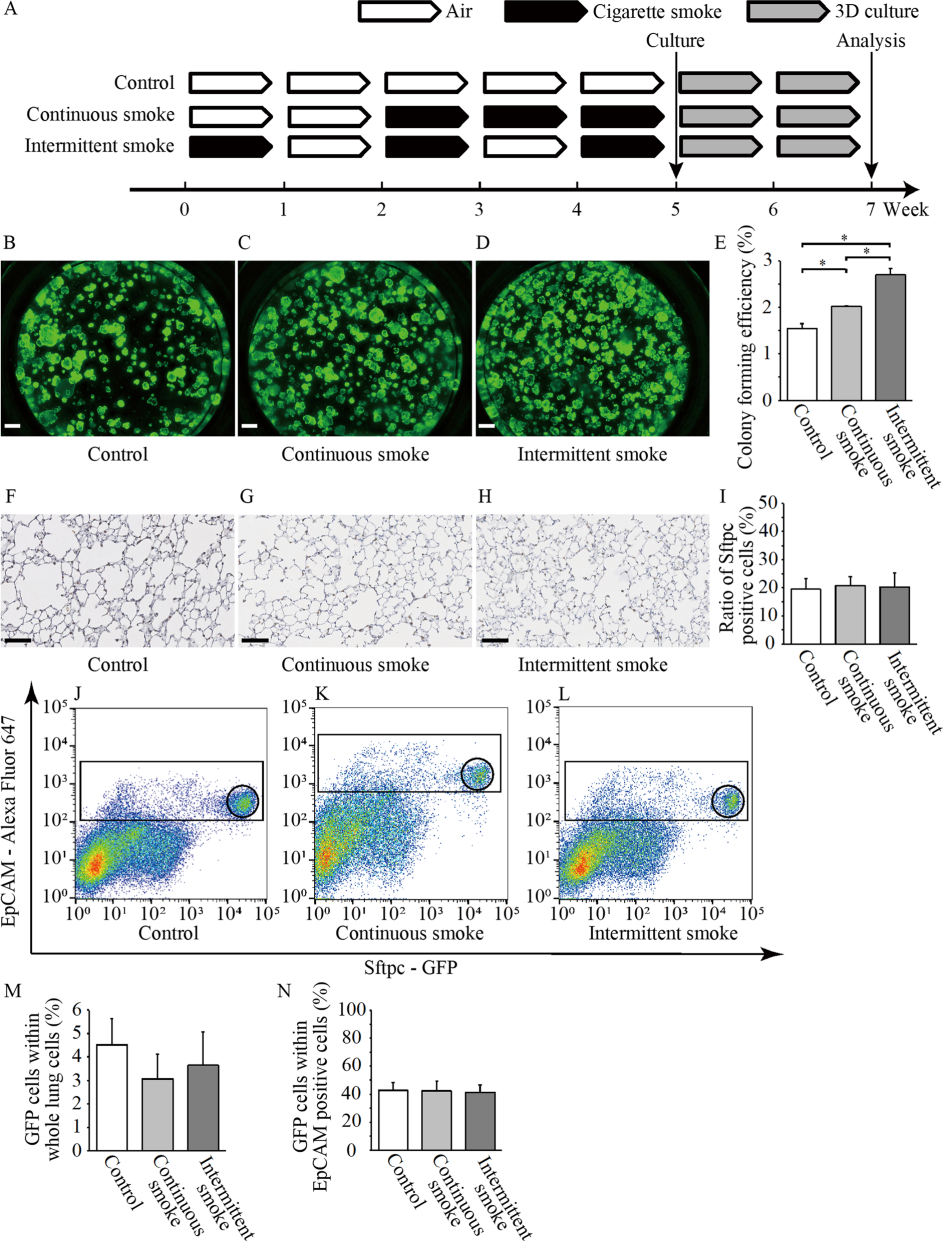
Effect of short-term intermittent cigarette smoke (CS) exposure on alveolar stem cells. **A** Study design and experimental protocol. Adult Sftpc/GFP and C57BL6 mice were exposed to CS using this regimen. **B**–**E** Effect of different CS exposure protocols on AT2 stem cell function as determined with a colony-forming assay. Sorted EpCAM^high^/GFP^high^ cells were cultured in an in vitro three-dimensional (3D) stem cell colony-forming assay. Representative day 14 images are presented for air-exposed (**B**), continuous CS-exposed (**C**), and intermittent CS-exposed alveolar colonies (**D**), demonstrating that colony-forming efficiency (CFE) of continuous CS-exposed AT2 cells was higher than that of air-exposed AT2 cells, and CFE of intermittent CS-exposed AT2 cells was higher than that of air-exposed and continuous CS-exposed AT2 cells. Quantification of CFE was conducted using triplicate wells (**E**). Data are presented as means ± SD. The reproducibility was confirmed from three independent experiments. *P < 0.05. Scale bars: 500 μm. **F**–**I** Whole lung sections from air-exposed and CS-exposed mice were immunohistochemically stained for Sftpc to identify AT2 cells. Sftpc-positive cells in the alveolar areas of air-exposed mice (**F**), continuous CS-exposed mice (**G**), and intermittent CS-exposed (**H**) mice were quantified for the percentage of Sftpc-positive cells from each group (**I**). Data are presented as means ± SD. N = 7–8 per group. *P < 0.05. Scale bars: 100 μm. **J**–**L** The proportion of AT2 cells within whole lung cells (WLCs) and epithelial cells. Dissociated WLCs were stained with EpCAM antibody and examined by flow cytometry. Representative flow cytometry dot plot for the WLCs of air-exposed (**J**), continuous CS- exposed (**K**), and intermittent CS-exposed (**L**) mice. **M** and **N** Percentage of GFP^high^ (i.e., AT2) cells within WLCs (**M**) and EpCAM^high^ (i.e., epithelial) cells (**N**) within the lungs of air-exposed, continuous CS-exposed, and intermittent CS-exposed mice. Data are presented as means ± SD. Data were compiled from three repeated experiments

### Immunohistochemistry and immunofluorescence

Paraffin-embedded lungs and colony blocks were freshly sectioned (6 μm) and stained with hematoxylin and eosin (H&E) and cell-type specific antibodies. The primary antibodies used were goat and rabbit anti-Sftpc (Santa Cruz Technology, Dallas, TX; Millipore, Billerica, MA), mouse anti-PCNA (Abcam, Cambridge, UK), rabbit anti-*aquaporin-5 (A*qp5) (Abcam), mouse anti-E-cadherin (*BD, Bedford, MA*), rabbit anti-vimentin (Cell Signaling Technologies, Danvers, MA), and rabbit anti Cpt1a (Proteintech, Rosemont, IL; Invitrogen, Carlsbad, CA). The appropriate horse radish peroxidase-enzyme or Alexa-Fluor-conjugated secondary antibodies (Invitrogen, Carlsbad, CA) were used. Nuclei were counterstained with hematoxylin or DAPI (Vector Labs, Burlingame, CA) and examined. Cell numbers were quantified from histological images by visual counting from at least seven random images per group.

### Bronchoalveolar lavage and glutathione analysis

The lungs of 6–7 mice per group were lavaged with 0.6 mL of saline three times using a tracheal cannula [6]. Total cell counts of the bronchoalveolar lavage (BAL) fluid (BALF) were determined, and cell differentials in BALF were examined as previously described [6, 14]. BALF supernatants were used for measurement of glutathione (GSH) and glutathione disulfide (GSSG) using the Cayman Chemical Glutathione Assay Kit (Cayman Chemical, Ann Arbor, MI) according to the manufacturer’s protocol. GSH and GSSG concentrations were calculated using a standard curve and normalized to total protein levels in each sample [15].

### Lung digestion and collection of lung epithelial cells by FACS

Lung digestion and the collection of different cell types were conducted as previously described [11]. In brief, lung lobes were collected from two or three mice per group, were pooled together and finely minced with scissors. These samples were then incubated in a liberase (Roche, Madison, WI)/dispase (BD) enzyme mixture for 10 min at 37 °C. The solution was then passed through a 21G needle four times and filtered using a 100 μM mesh. DNase (Worthington, Lakewood, NJ) was added to the mesh to help release entangled cells. Red blood cells were lysed using Ammonium-Chloride-Potassium (ACK) lysis buffer. Whole lung cells (WLCs) were sorted on a MoFlo XDP (Beckman Coulter, Brea, CA) for EpCAM^high^/GFP^high^; i.e., AT2 cells. AT2 cells were used for in vitro culture or for preparation of cytospin slides (2.5 × 10^4^ cells) for staining with rabbit anti-Aqp5 (Abcam) (a marker for AT1 cells) and Cpt1a (the rate-limiting enzyme for long chain fatty acid oxidation) [16]. WLCs separated into single cells using the method above and AT2 cells were used for cytospin slides (2.5 × 10^4^ cells) for staining with mouse anti-8-hydroxy-2′-deoxyguanosine (8-OHdG) (Abcam), rabbit anti-γ-H2AX (Abcam), rabbit anti-Aqp5 (Abcam) (a marker of AT1 cells), Cpt1a, and DAPI (CA). For fibroblast collection, hematopoietic and endothelial cells were depleted by staining the cells with CD31 and CD45 MACS^®^ MicroBeads followed by sorting using MACS^®^ (Miltenyi Biotec, Bergisch Gladbach, Germany). CD45^−^CD31^−^ cells were incubated in RPMI (Invitrogen) supplemented with 10% fetal bovine serum (FBS) at 37 °C, 5% CO_2_, and 95% air, in T75 flasks overnight. Attached cells were considered to be fibroblasts.

### in vitro 3D organoid colony-forming assay

Lung fibroblasts (1.0–2.0 × 10^4^ cells) were co-cultured with the same number of sorted EpCAM^high^/GFP^high^ cells in a 2:1 growth factor-reduced Matrigel^®^ (BD Biosciences, San Jose, CA). A volume of 150 μL was placed in each transwell (CORNING, Corning, NY). MTEC/Plus medium (600 μL) was added to the lower chamber and replaced every 3–4 days. The number of colonies per insert was counted on days 12–16. Both fluorescence and phase-contrast images were obtained using a Keyence BZ-X810 microscope. The number of colonies was quantified by visual counting as previously described [11]. Collection of the Matrigel 3D colonies and processing for histological examination were performed as described previously [11].

### Administration of etomoxir to mice

Treatment was performed via intraperitoneal administration of etomoxir (inhibitor of the carnitine palmitoyltransferase (Cpt1) enzyme; Sigma-Aldrich, St. Louis, MO; 25 mg/kg) or vehicle (normal saline) every other day for 5 weeks to intermittent CS-exposed, continuous CS-exposed and air-exposed mice [17]. Lung digestion, collection, and in vitro 3D organoid colony forming assay was conducted as described above. The number of colonies per insert was counted on days 12 to 16.

### Treatment of 3D cultures with etomoxir and L-carnitine

Lung fibroblasts (1.0–2.0 × 10^4^ cells) were co-cultured with the same number of sorted EpCAM^high^/GFP^high^ cells in a 2:1 growth factor-reduced Matrigel^®^ (BD Biosciences). A volume of 150 µL was placed in each transwell. MTEC/Plus medium and etomoxir (0, 50, 100, and 150 μM, diluted in phosphor-buffered saline; PBS) or L-carnitine (FUJIFILM Wako Pure Chemical Corporation, Tokyo, Japan) (0, 1, and 10 mM, diluted in MTEC/Plus medium) were added to the lower chamber and replaced every other day. The volume of the lower chamber was adjusted to 600 µL with MTEC/Plus medium and the etomoxir solution or L-carnitine solution. The number of colonies per insert was counted on days 12–16.

### Microarray analysis

For each group, AT2 cells were pooled together from three mice, and used for microarray analysis. Total RNA was extracted from sorted these EpCAM^high^/GFP^high^ cells using TRIzol reagent (Invitrogen) according to the manufacturer’s protocol. RNA integrity was examined using an Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA). Biotinylated ss-cDNA was prepared according to the standard Affymetrix protocol from 100 ng total RNA using the GeneChip WT PLUS Reagent Kit User Manual (Affymetrix/Thermo Fisher Scientific, Waltham, MA). Fragmented and labeled ss-cDNA was hybridized on a GeneChip Clariom S Array (Affymetrix/Thermo Fisher Scientific). Scanned output files were analyzed using the Transcriptome Analysis Console (Affymetrix/Thermo Fisher Scientific). Microarray data sets were deposited in the National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE162919.

### Real-time PCR

Total RNA was extracted from sorted EpCAM^high^/GFP^high^ cells or WLCs using TRIzol reagent or RNeasy Mini Kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s protocol. cDNA was synthesized from total RNA using the High Capacity RNA-to-cDNA kit (ThermoFisher Scientific). The reverse transcription-polymerase chain reaction was prepared using the SYBR FAST ABI Prism qPCR Kit (Kapa Biosystems, Wilmington, MA) according to the manufacturer’s protocol. Gene expression levels were analyzed using the QuantStudio 5 Real-Time PCR System (ThermoFisher Scientific). Mouse beta actin was used as the endogenous control for normalization. The primers used were listed in Additional file 5: Table S1.

### Statistical analysis

Data are expressed as means ± standard deviation (SD). In the 3D organoid/colony-forming assay, AT2 cells were collected from two or three mice per group. Quantification of colony formation was conducted using triplicate wells, and the reproducibility was confirmed from at least two repeated experiments. Data were compared using the two-tailed Student’s *t*-test or ANOVA, followed by the Tukey–Kramer test. Categorical data were analyzed using the χ^2^ test. Results were considered statistically significant at P < 0.05. All data were analyzed using JMP, version 15.0 (SAS Institute, Cary, NC).

## Results

### Short-term intermittent exposure to CS induced alveolar stem cell function

We previously reported that exposure to 3 months of intermittent CS caused more severe emphysematous changes in the lungs in mice when compared to continuous exposure [6] and that 3 months of CS exposure activated alveolar stem cell proliferation [10]. In this study, we aimed to investigate the effects of short-term (3-week) continuous versus intermittent CS exposure. Mice were exposed to air, continuous CS, or intermittent CS for 3 weeks and then sacrificed. GFP-positive AT2 stem cells were sorted from the lungs, and stem cell activation status was examined in an in vitro colony-forming assay (Fig. 1A). This assay enables direct comparison of stem cell behavior (number of activated stem cells within a cell population and their proliferation and differentiation) by seeding a large number of lung epithelial cells in a 3D matrix in co-culture with niche cells, which mimics the in vivo environment while permitting for quantitative observation of stem cell behavior [11]. Compared to air-exposed cells, continuous CS-exposed AT2 cells formed significantly higher numbers of colonies (Fig. 1B–E). Furthermore, intermittent CS-exposed AT2 cells formed significantly higher numbers of colonies when compared to the continuous CS-exposed cells (Fig. 1B–E).

To identify whether the differences reflect the effect of chronic smoking exposure or acute smoking exposure, we performed an experiment to compare the number of colonies between the two groups at 1 week, 2 weeks, 3 weeks, 4 weeks and 5 weeks, and quantified the colony number ratio of the intermittent smoke group/the continuous smoke group (Additional file 1: Fig. S1A). Intermittent CS-exposed AT2 cells formed significantly higher numbers of colonies when compared to the continuous CS-exposed cells at 1 week, 2 weeks, 3 weeks, and 5 weeks. However, there was no difference in the number of colonies between the two groups at 4 weeks. These results indicate that even one week of acute smoking exposure increases the number of colonies, and that although CS exposure periods were similar between the two group at 4 weeks and 5 weeks, intermittent CS exposure increases the number of colonies more than continuous smoking exposure (Additional file 1: Fig. S1B, C).

We previously demonstrated that mouse lungs exposed to 3 months of continuous CS contained significantly higher numbers of AT2 cells when compared to air-exposed lungs [10]. To identify whether these effects were present from as early as 3 weeks of CS exposure, we stained and quantified the AT2 marker, Sftpc, in histological lung sections from the three groups. No significant difference was observed in the number of Sftpc-positive cells among the three groups (Fig. 1F–I). No significant differences were observed in the percentage of GFP-positive (AT2) cells within the WLCs and lung epithelial cells collected from intermittent CS-exposed, continuous CS-exposed, and air-exposed control mice (4.52 ± 1.10%, 3.06 ± 1.05%, and 3.64 ± 1.41%, respectively; P = 0.38; 42.92 ± 5.57%, 42.41 ± 7.25%, and 41.43 ± 5.18%, respectively; P = 0.95; Fig. 1J–N). These results indicated that alveolar stem cell function was more strongly activated by intermittent CS exposure than by continuous CS exposure, but both exposure patterns were insufficient to cause significant increases in the number of AT2 cells within the lungs. To further characterize the effects of intermittent CS exposure on AT2 stem cells, we collected growing colonies from all groups at 14 days and stained histological sections for Sftpc and Aqp5, which are markers of AT2 and AT1 cells, respectively. No significant difference was observed in the ratio of AT1 and AT2 cells within the various colonies from all groups, indicating that both continuous and intermittent CS exposure did not perturb the ability of AT2 progenitors to differentiate into AT1 cells when compared to naïve control cells (Fig. 2A–H). Colonies formed by continuous and intermittent CS-exposed AT2 cells exhibited tight wrapping with vimentin-positive fibroblasts, resembling observations of naïve air-exposed control AT2 cells (Fig. 2I–K). Significantly higher numbers of PCNA-positive cells were observed in colonies from continuous and intermittent CS-exposed AT2 cells than in colonies from air-exposed cells. No significant difference was observed between colonies from continuous and intermittent CS-exposed AT2 cells (Fig. 2L–O).

**Fig. 2:**
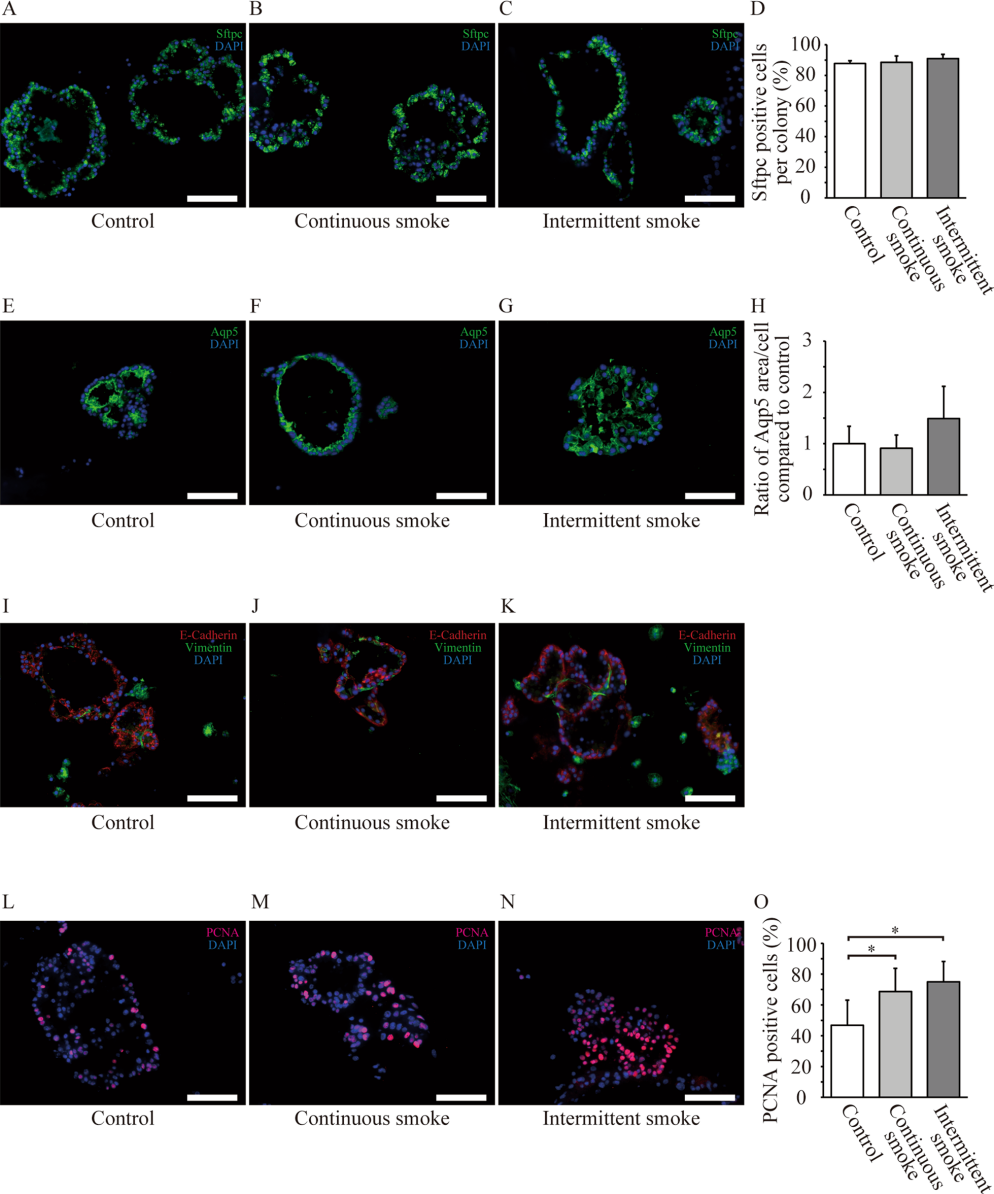
Immunofluorescent characterization of growing colonies. **A**–**D** Representative images depicting staining for surfactant protein c (Sftpc) in air-exposed (**A**), continuous cigarette smoke (CS)-exposed (**B**), and intermittent CS-exposed (**C**) mice. No significant difference was noted in the ratio of the number of Sftpc-positive cells in colonies among the three groups. Data are presented as means ± SD. N = 4–5 per group. Scale bars: 100 μm. **E**–**H** Representative images depicting staining for aquaporin-5 (Aqp5) in air-exposed (**E**), continuous CS-exposed (**F**), and intermittent CS-exposed mice (**G**). No significant difference was observed in the ratio of Aqp5-stained area per cell among the three groups (**H**). The ratio in each group was calculated based on the average value of the air-exposed group. Data are presented as means ± SD. N = 5–6 per group. Scale bars: 100 μm. **I**–**K** Colonies immunofluorescence-stained for E-cadherin and vimentin. Scale bars: 100 μm. **L**–**N** Representative images depicting staining for PCNA in air-exposed (**L**), continuous CS-exposed (**M**), and intermittent CS-exposed mice (**N**). Scale bars: 100 μm. **O** Comparison of PCNA positive cell ratio in colonies growing in 3D culture in air-exposed, continuous CS-exposed, and intermittent CS-exposed mice. Data are presented as means ± SD. N = 8 (air), 13 (continuous CS exposure), and 5 (intermittent CS exposure)

### Enhanced self-renewal caused by intermittent CS exposure did not involve oxidative stress and inflammation

As oxidative stress has been reported to be involved in the self-renewal of stem cells and the onset of lung cancer [18, 19], we conjected that it could be involved in the enhanced self-renewal of alveolar stem cells in the intermittent CS exposure group. We first examined whether the expression of antioxidant genes was influenced by CS exposure pattern. qPCR analysis using whole lung RNA revealed that continuous CS exposure caused a significant increase in the expression of several of the genes examined, whereas intermittent CS exposure resulted in a significant reduction in the expression of all the antioxidant genes examined when compared to controls (Additional file 2: Fig. S2A–D). We next examined the expression of 8-OHdG, a marker of oxidative stress, and γH2AX, a marker of DNA damage, in whole-lung cells on cytospin slides. We observed that the ratio of 8-OHdG-positive cells was higher in the continuous CS exposure group than in the control and intermittent CS exposure groups (Additional file 2: Fig. S2E–H), but no significant differences were observed in the ratio of γH2AX-positive cells among the three groups (Additional file 2: Fig. S2I–L).

We subsequently analyzed glutathione metabolism in the BALF. Glutathione functions as an electron donor or acceptor by cycling between reduced (GSH) and oxidized (GSSG) forms and plays a crucial role in xenobiotic detoxification, protein folding, antioxidant defense, and other processes [20, 21]. No significant differences were observed in the concentrations of GSH, GSSG, GSH + GSSG, and the ratio of GSSG/GSH among groups (Additional file 2: Fig. S2M-P). Given the well-established involvement of inflammation in lung cancer and CS-induced lung emphysema, we examined the BALF inflammatory profile of air-exposed, continuous CS-exposed, and intermittent CS-exposed mice. Total cell number and the numbers of macrophages and neutrophils in BALF were significantly higher in continuous CS-exposed mice than in intermittent CS-exposed and air-exposed mice (Additional file 3: Fig. S3A–C). These results indicated that oxidative stress and inflammation were mostly attenuated by intermittent CS exposure compared to continuous CS exposure.

### Transcriptional profile of AT2 cells was altered in response to intermittent CS exposure

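Gene expression was measured in AT2 cells, the surfactant-producing cells of the alveolar epithelium, after exposure to air, continuous CS or intermittent CS. The cells were sorted from whole lung cells by high EpCAM, an epithelial surface protein, and high GFP, which reports the Sftpc transgene. Mice of both CS groups received smoke in 3 weeks of a 5-week protocol, for 60 minutes a day on 5 days a week. The smoke weeks of the continuous group followed one another, and those of the intermittent group alternated with weeks of air. For each exposure, cells of 3 mice were pooled and 100 ng of their RNA was hybridized to 1 GeneChip Clariom S array. The authors processed the scans with the Transcriptome Analysis Console and deposited 1 log2 value per array for each of 22206 transcript clusters, the probe sets that the array assigns to a gene. The summarization method and software version are not given in the sources used here. The values were used as deposited, with no further scaling. Their median was 5.68 on the air array, 5.70 on the continuous CS array and 5.66 on the intermittent CS array. The background was read from 1414 clusters of olfactory and vomeronasal receptors, which serve in the nose. Their 95th percentile was 5.19 on the air array, 5.15 on the continuous CS array and 5.14 on the intermittent CS array, and 55.8%, 56.3% and 56.2% of all clusters lay above it. A gene symbol was found for 19572 clusters. With 1 pooled sample per exposure there is no replicate, so the folds between arrays carry no error or p-value and the number of arrays limits their precision. Between the CS arrays, 99% of the receptor clusters lay within 1.68-fold of each other, and 6102 of all clusters (27.5%) held exactly the same value. Gene lists fixed before the data were examined are described by the median log2 difference of their members and by its percentile among 10000 random lists of the same size and similar mean expression. This percentile describes these arrays and is not a test of the exposure.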

RNA samples from AT2 cells sorted from at least three mice per group were analyzed using an Affymetrix microarray. We observed 26 genes that were upregulated and 141 that were downregulated by at least two-fold in the intermittent CS-exposed group when compared to continuous CS-exposed AT2 cells (Fig. 3A). 

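The named genes with the largest folds in favor of intermittent CS were Acot1, a thioesterase that frees fatty acids from coenzyme A, at 3.65-fold higher, and Cpt1a, which commits long-chain fatty acids to mitochondrial oxidation, at 3.19-fold higher. The cytokine signaling suppressor Socs6 was 3.00-fold higher, the protease inhibitor A2ml1 2.95-fold, the chitinase Chia1 2.23-fold and the cytokine Il6 2.06-fold. The serine protease inhibitor Serpini1 lay below the receptor background with continuous CS, and its value with intermittent CS was at least 1.69-fold above that background. Lilrb4a, an inhibitory receptor of myeloid cells, was 5.61-fold lower with intermittent CS than with continuous CS and the granulocyte colony-stimulating factor receptor Csf3r 4.7-fold lower. The interleukin-1 receptor antagonist Il1rn and the RNA sensor Tlr13 lay below the receptor background with intermittent CS and were at least 3.11-fold and 2.25-fold lower. The neutrophil protein gene S100a8 was 3.35-fold lower. Cd53 and Itgb2, which leukocytes in general carry, were 2.23-fold and 2.11-fold lower.

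**Figure D1:**
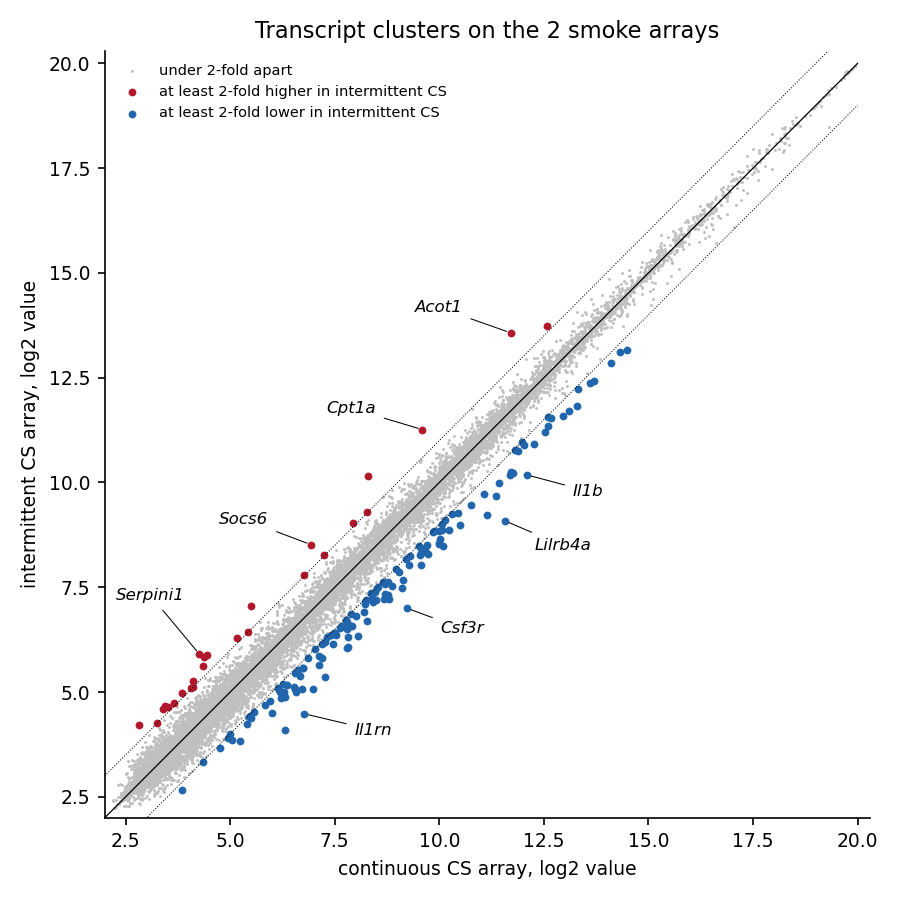
Each point is a transcript cluster, with its log2 value on the continuous CS array on the x axis and on the intermittent CS array on the y axis. The solid line marks equal values and the dotted lines a 2-fold difference, with 26 red points above and 141 blue points below them.

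The 26 clusters that were higher carried 24 gene symbols and the 141 that were lower carried 132. Of the 26, 9 lay at or below the receptor background on both CS arrays, as did 6 of the 141. Of the 1414 receptor clusters 1 was at least 2-fold higher and 2 were lower, against 26 and 141 of all 22206 clusters. Whether spread without signal could give the count was examined for the lower clusters only. Of the 25 genes drawn as higher in intermittent CS in Fig. 3A, 22 had a named cluster here, with folds from 2.02 to 3.65, and 8 of the 22 lay at or below the receptor background on the intermittent CS array and 12 on the continuous CS array. Of the 25 drawn as higher in continuous CS, 21 had one, with folds from 2.81 to 5.61, and 5 of the 21 lay below that background on the intermittent CS array. These genes were picked from the same arrays, so their folds are not independent evidence of direction. The air array lay between the CS arrays for 14 of the 22 genes and 16 of the 21, a place favored by picking genes far apart between the CS arrays. The count of 26 was 15 without clusters below the array median, 12 with values below the receptor background raised to it and 7 when 32 was added to each linear value before taking log2. That addition gave 80 in place of 141 and took Serpini1, Il6 and Itgb2 under 2-fold.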

The validity of the array results was confirmed via several approaches. First, reverse transcription-polymerase chain reaction amplification of the RNA samples for several up- and downregulated genes confirmed their enrichment/reduction in intermittent CS-exposed AT2 cells (Fig. 3B, C). Second, genes that are known to be specifically expressed in AT2 cells were enriched in the array results (e.g., *Sftpc, Sftpa1, Sftpb, Sftpd, Lamp3, Lcn2, Lyz1,* and *Lyz2*). 

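The surfactant protein genes Sftpc, Sftpa1 and Sftpb, the lipocalin gene Lcn2 and the lysozyme gene Lyz2 were at a log2 value of 19.93 on all 3 arrays. This is the highest value in the data and is shared by 9 clusters, so a difference between exposures in these genes could not be read. Lamp3, a lamellar body protein gene, was at 19.85 on every array. Sftpd, another surfactant protein gene, was at 18.54 with air and continuous CS and at 18.71 with intermittent CS, and the lysozyme gene Lyz1 was at 17.89, 18.34 and 18.21 with air, continuous CS and intermittent CS. A wider list of AT2 markers had 25 of its 26 genes measured. None was 2-fold apart between the CS arrays, and the median log2 difference, intermittent minus continuous CS, was 0.03 (percentile 81.7). Of the 25, 5 were at the highest value, and the median without them was 0.05. The club cell secretoglobin gene Scgb1a1 was at 19.61 on all 3 arrays. Of the 10 measured club cell markers none was 2-fold apart between the CS arrays, and the median was -0.27 for intermittent minus continuous CS (percentile 0.02) and 0.48 for continuous CS minus air (percentile 100). With values below the receptor background raised to it, these medians were -0.15 and 0.48.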

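Acot1 was at a log2 value of 11.59 with air, 11.70 with continuous CS and 13.57 with intermittent CS. Cpt1a was at 8.57, 9.59 and 11.26 in the same order. Other genes of fatty acid breakdown were higher with intermittent than with continuous CS by less than 2-fold: Slc25a20, the carrier that brings acylcarnitines into mitochondria, was 1.95-fold higher (just past 2-fold with each array centred on its median), the enoyl-CoA isomerase gene Eci2 1.83-fold and the thiolase gene Acaa2 1.55-fold. Of 26 measured genes of mitochondrial fatty acid oxidation, Cpt1a was at least 2-fold higher, none was 2-fold lower, and the median log2 difference was 0.01 (percentile 86.4), with 13 members above 0, 5 below and 8 with the same value on both arrays. Of 16 genes of peroxisomal fatty acid oxidation, Eci3 was 2.02-fold higher and the median was 0.04 (percentile 95.3). The peroxisomal enzyme genes Hsd17b4 and Acaa1a differed by 0.62 and 0.49 on the log2 scale, and Ehhadh by -0.47. Among 35 targets of PPARalpha, the transcription factor that senses fatty acids, 4 were at least 2-fold higher and none was 2-fold lower: Acot1, Cpt1a, the transcription factor gene Klf11 (2.03-fold) and Eci3. The median of this list was 0.05 (percentile 99.7) and its mean 0.28. It was 0.00 with values below the receptor background raised to it, and 0.16 over the 21 targets above that background on either CS array. All 4 are in Fig. 3A, picked from these arrays, so this count is not independent evidence of direction. Klf11 and Eci3 were under 2-fold when 32 was added to each linear value. The 13 acyl-CoA thioesterases had a median of -0.02 with Acot1 alone past 2-fold, and the 7 measured genes of ketone body metabolism had a median of -0.01.

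**Figure D2:**
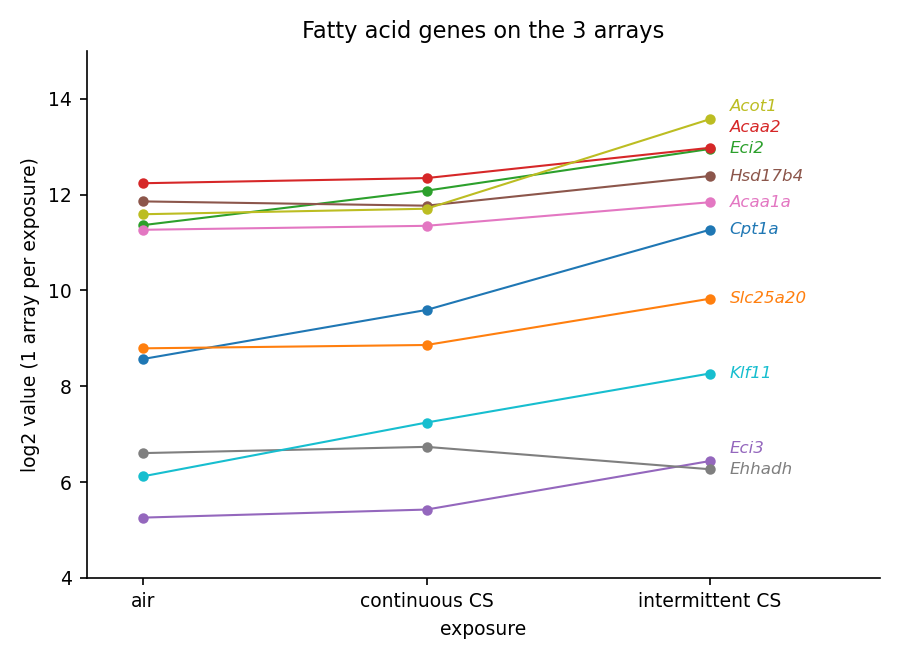
Log2 values of 10 genes of fatty acid metabolism on the y axis for the air, continuous CS and intermittent CS arrays on the x axis, with 1 array per exposure and no error. Acot1 reaches 13.57 and Cpt1a 11.26 on the intermittent CS array, and Ehhadh is lower there than on the other arrays.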

Functional category analysis of the 26 upregulated genes in AT2 cells exposed to intermittent CS revealed an enhancement of fatty acid metabolism pathways, as the most strongly upregulated genes were *Hmgcs2, Acot1,* and *Cpt1a* (red boxes in Fig. 3A). 

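Among 41 measured peptidase inhibitors, Spink5, an inhibitor of kallikrein proteases, was 2.14-fold higher with intermittent CS, Serpini1 passed 2-fold as measured but not with values below the receptor background raised to it, and Serpina10, an inhibitor of coagulation proteases, was 2.95-fold lower. The median log2 difference of the list, which does not hold A2ml1, was 0.00 (percentile 49.8). In the chemotaxis list, 10 of 58 genes were at least 2-fold lower and Ccr10, which lay below the receptor background, was higher, with a median of -0.22. Of 35 genes of neutrophil granules and degranulation, 9 were at least 2-fold lower and none was 2-fold higher, with a median of -0.48. Clec4d, a C-type lectin of neutrophils, lay below the receptor background with intermittent CS and was at least 2.72-fold lower. Of 41 genes of the hematopoietic cell lineage, 8 were at least 2-fold lower, among them the stem cell factor receptor Kit (3.02-fold), Il6 was higher and the median was -0.11. The median of each of these 3 lists lay below that of every random list. With values below the receptor background raised to it, 8, 9 and 8 of their genes were at least 2-fold lower and the medians were 0.00, -0.32 and 0.00. Of 30 genes of angiogenesis and vasculature, 5 were at least 2-fold lower and none was 2-fold higher, with a median of -0.17 (percentile 0.02). The endothelial transcription factor Erg was 2.97-fold lower and the endothelial cadherin Cdh5 2.39-fold lower. Markers of endothelial cells, which the sort for EpCAM and GFP should leave out, were lower as well: 17 of 19 were lower, 7 of them by at least 2-fold, with a median of -0.76. The endothelin receptor Ednrb was 2.71-fold lower and the adrenomedullin receptor subunits Calcrl and Ramp2 2.64-fold and 2.6-fold lower. Markers of fibroblasts and smooth muscle had a median of -0.42, with Vim 2.42-fold lower, and markers of AT1 cells, the flat cells of gas exchange, had a median of -0.59, with Spock2 2.91-fold lower. The categories were named by the study from these arrays, so their counts are not independent evidence of direction. Genes of cytosolic calcium, neuron apoptosis and learning were not analysed here as lists.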

Genes involved in the negative regulation of peptidase activity were also upregulated, whereas genes related to cell chemotaxis, positive regulation of cytosolic calcium ion concentration, neutrophil degranulation, positive regulation of neuron apoptotic processes, hematopoietic cell lineage, learning or memory, and regulation of vasculature development were downregulated. The microarray results revealed that many inflammation-related factors (*IL-1b, Cx3cl1, Cxcl2, Ccl3, Ccl22, Ccl6, Xcr1, Ccr1, Cxcr2,* and *Cxcr4*) were upregulated in continuous CS-exposed AT2 cells when compared to intermittent CS-exposed AT2 cells, consistent with the results from the BALF cell counts. 

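All 10 genes were at least 2-fold lower with intermittent than with continuous CS as measured, up to 3.78-fold for the cytokine Il1b, and the median log2 difference was -1.43. The chemokine receptor genes Cxcr2, Xcr1 and Ccr1 lay below the receptor background with intermittent CS and were at least 3.61-fold, 1.81-fold and 1.25-fold lower. With values below that background raised to it, 8 of the 10 were at least 2-fold lower and the median was -1.33. The study named these genes from the same arrays, so the count is not independent evidence of direction. A list of 34 acute inflammatory cytokines fixed beforehand, of which the study names 4, had a median of -0.05. With values below the receptor background raised to it, that median was 0.00, with 4 genes at least 2-fold lower and 1 higher. Il1b was at a log2 value of 11.24 with air, 12.10 with continuous CS and 10.18 with intermittent CS. The neutrophil chemoattractants Ccl3 and Cxcl2 were 3.23-fold and 3.24-fold higher with continuous CS than with air. Compared to air, 7 of the 10 were at least 2-fold higher with continuous CS as measured, and 6 without Ccr1, which lay below the background with air. With intermittent CS none was 2-fold higher, Il1b was 2.08-fold lower and Xcr1, a receptor of dendritic cells, at least 3.22-fold lower. With 32 added to each linear value, Ccr1, Cx3cl1 and Xcr1 were under 2-fold apart between the CS arrays. Genes that every leukocyte carries were lower too: all 18 were lower with intermittent CS, 2 by at least 2-fold and 16 by less, with a median of -0.56. None of the 18 is named by the study. The lysosomal membrane protein gene Laptm5, at 13.53 with continuous CS, was 1.89-fold lower, and Lcp1, the brightest of the 18, was 1.03-fold lower. Of 23 neutrophil markers, 7 were at least 2-fold lower, with a median of -0.50. With intermittent CS 11 of the 23 lay below the receptor background, and with such values raised to it 6 were at least 2-fold lower and the median was -0.26. The median was -0.08 for 18 alveolar macrophage markers. Of the markers of T and NK cells, 11 lay above the receptor background, with a median of -0.08 and the interleukin-7 receptor gene Il7r 2.44-fold lower. Of the B cell markers, 9 lay above it, with a median of 0.00 and the plasma cell gene Jchain 2.75-fold lower. Over all measured members these medians were 0.05 and 0.06.

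**Figure D3:**
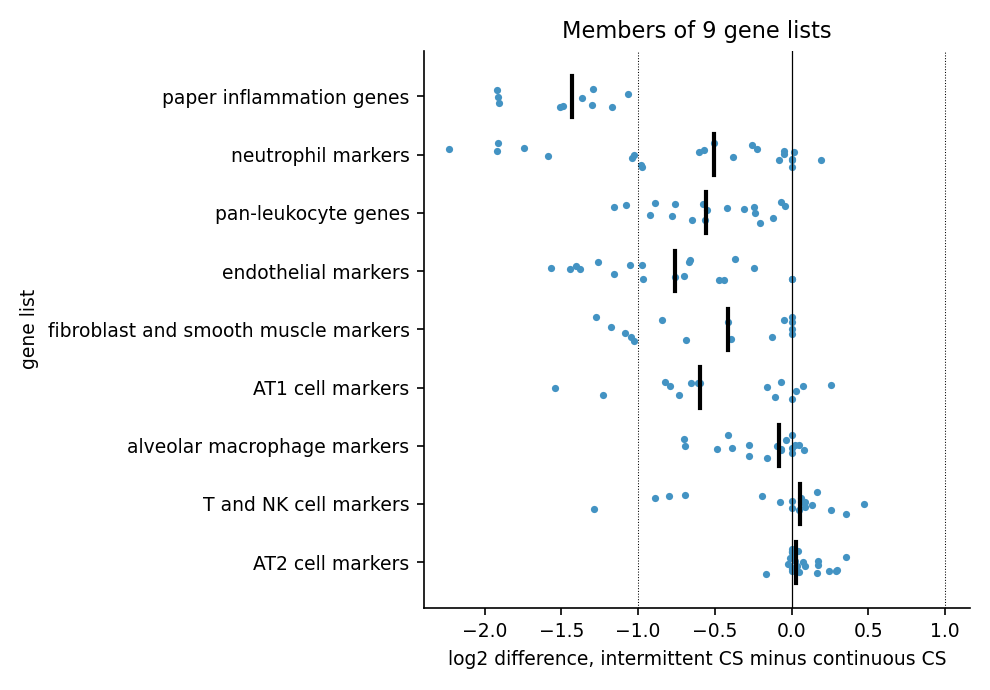
Each point is a gene, placed on the x axis by its log2 difference, intermittent CS minus continuous CS, with 9 gene lists on the y axis. Thick bars mark the medians and dotted lines 2-fold differences. The median is -1.43 for the inflammation genes, -0.56 for the pan-leukocyte genes and 0.03 for the AT2 markers.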

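Among 10 genes of antioxidant defense, none was 2-fold apart between any of the 3 arrays. Gclc, which makes the first step of glutathione synthesis, was at a log2 value of 16.49 with air, 15.63 with continuous CS and 15.95 with intermittent CS. The glutathione peroxidase gene Gpx3 was at 11.01, 11.91 and 11.60 in the same order. Heme oxygenase gene Hmox1 was at 11.88 with air and 12.54 on both CS arrays, and the quinone reductase gene Nqo1 was near the receptor background, at 5.20, 5.29 and 5.20. Gclc and Gsr, the glutathione reductase gene, were lower on both CS arrays than on the air array. The other members lay above air or level with it: 8 of the 10 were higher with continuous CS than with air and 7 with intermittent CS. The median log2 difference was 0.23 for continuous CS minus air (percentile 99.03), 0.44 for intermittent CS minus air (percentile 100) and 0.06 for intermittent minus continuous CS (percentile 88.0).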

No differences were detected in the expression of antioxidant genes such as *Gpx1, Gpx2, Gpx3, Gpx4, Gclc, Hmox1, Hmox2, Nqo1, Nqo2,* and *Gsr* between air-exposed, continuous CS-exposed, and intermittent CS-exposed cells.

**Fig. 3:**
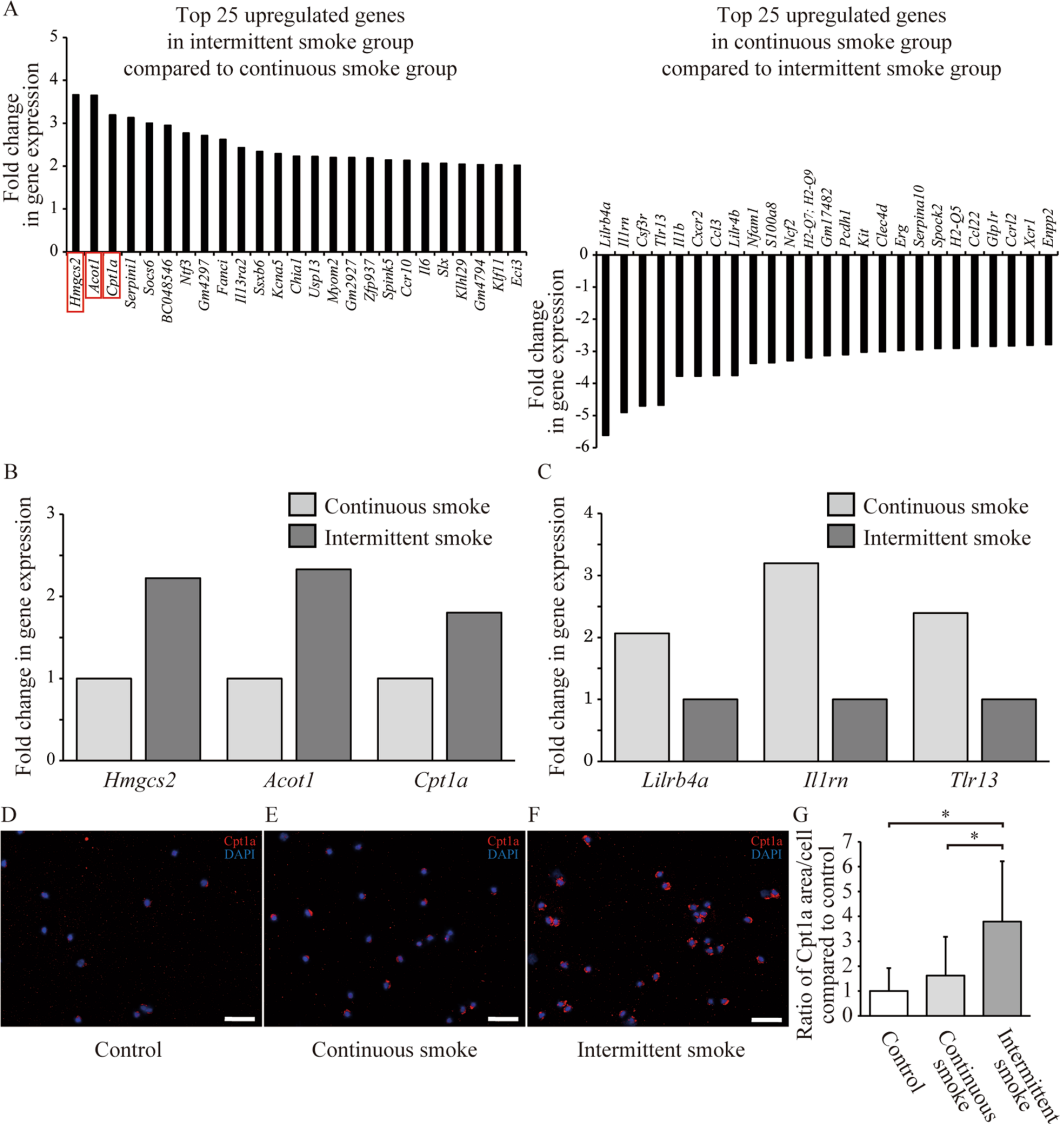
Differentially regulated genes in AT2 cells exposed to continuous and intermittent CS. For each group, AT2 cells were pooled together from three mice, and used for microarray analysis and real-time PCR. **A** Top 25 upregulated and downregulated genes identified in the microarray analysis in continuous CS-exposed and intermittent CS-exposed groups. The top three genes in the intermittent CS-exposed group (red boxes) are related to fatty acid metabolism. **B** and **C** Confirmation of several of the upregulated genes by real-time PCR. Data are presented as relative expression compared to levels in AT2 cells isolated from continuous CS-exposed or intermittent CS-exposed lungs. **D**–**G** Representative images of cells immunofluorescence-stained for Cpt1a in cytospin slides from air-exposed (**D**), continuous CS-exposed (**E**), and intermittent CS-exposed groups (**F**). The ratio of Cpt1a-stained area per cell was significantly higher in the intermittent CS-exposed group than in the air-exposed and continuous CS-exposed group. The ratio in each group was calculated based on the average value of the air-exposed group. Data are presented as means ± SD. N = 35 (air), 52 (continuous CS exposure) and 89 (intermittent CS exposure). *P < 0.05. Scale bars: 50 μm

### Fatty acid oxidation mediated the intermittent CS exposure-induced enhancement of AT2 stem cell self-renewal

Previous studies have demonstrated the critical involvement of fatty acid oxidation (FAO) in regulating the function of intestinal [22] and neural stem cells [23]. Among the FAO critical regulators, activity of Cpt1a was demonstrated to be a major contributor to intestinal stem cell proliferation [22]. 

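Cpt1a was 6.48-fold higher with intermittent CS and 2.03-fold higher with continuous CS than with air. Acot1 was 3.96-fold higher than with air after intermittent CS and 1.08-fold higher after continuous CS. With intermittent CS, 4 of the 26 genes of mitochondrial fatty acid oxidation were at least 2-fold higher than with air and none was 2-fold lower: Cpt1a, Eci2 (3.01-fold), Slc25a20 (2.05-fold) and the acyl-CoA dehydrogenase gene Acadl (2.03-fold). With continuous CS, Cpt1a alone passed 2-fold. With 32 added to each linear value, Slc25a20 after intermittent CS and Cpt1a after continuous CS were just under 2-fold, as was Acadl after intermittent CS with quantile normalization. The median log2 difference of the list against air was 0.08 (percentile 98.1) with intermittent CS and 0.02 (percentile 88.5) with continuous CS. Of the 35 PPARalpha targets, 9 were at least 2-fold higher than with air after intermittent CS (8 with values below the receptor background raised to it), among them Angptl4, an inhibitor of lipoprotein lipase (2.71-fold), and 3 after continuous CS. The genes of peroxisomal fatty acid oxidation had a median of 0.25 with intermittent CS and 0.12 with continuous CS against air. The air array also stood apart from both CS arrays in circadian clock genes, Dbp and Arntl among them, and in genes of the glucocorticoid response, with a median of 0.69 for continuous CS minus air and 0.90 for intermittent CS minus air. Angptl4 is also a member of the glucocorticoid response list. From a functional category analysis of the 26 higher genes, with fatty acid genes among the most strongly upregulated, the paper states that fatty acid metabolism pathways were enhanced by intermittent CS. From the place of Cpt1a among these genes, and from reports on FAO in intestinal and neural stem cells, it turns to the question of FAO in AT2 cells.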

As *Cpt1a* was one of the most strongly upregulated genes in AT2 stem cells in response to intermittent CS exposure, we investigated whether FAO mediated the enhancement of AT2 cell stemness induced by intermittent CS exposure. We first compared the expression of Cpt1a by immunostaining in sorted AT2 cells and observed that Cpt1a expression was significantly higher in intermittent CS-exposed AT2 cells than in continuous CS-exposed and air-exposed AT2 cells (Fig. 3D–G). Next, we administered etomoxir, an irreversible inhibitor of Cpt1a [22, 24], intraperitoneally to block FAO in vivo in mice exposed to continuous or intermittent CS for 5 weeks and examined whether this treatment reversed the enhancement of in vitro AT2 stem cell colony formation compared to that of saline-treated, continuous or intermittent CS-exposed AT2 cells (Fig. 4A and Additional file 4: Fig. S4A). Etomoxir treatment of continuous CS-exposed mice showed no effect on the colony-forming efficiency of AT2 stem cells compared to that in cells collected from saline-treated mice (Additional file 4: Fig. S4B–D). However, etomoxir treatment of intermittent CS-exposed mice significantly suppressed the colony-forming efficiency of AT2 stem cells compared to that in cells collected from saline-treated mice (Fig. 4B–D). This suggested that intermittent CS-induced enhancement of AT2 stem cell function involved the activation of FAO and Cpt1a, and pharmacological inhibition of FAO abrogated this intermittent CS-induced enhancement.

**Fig. 4:**
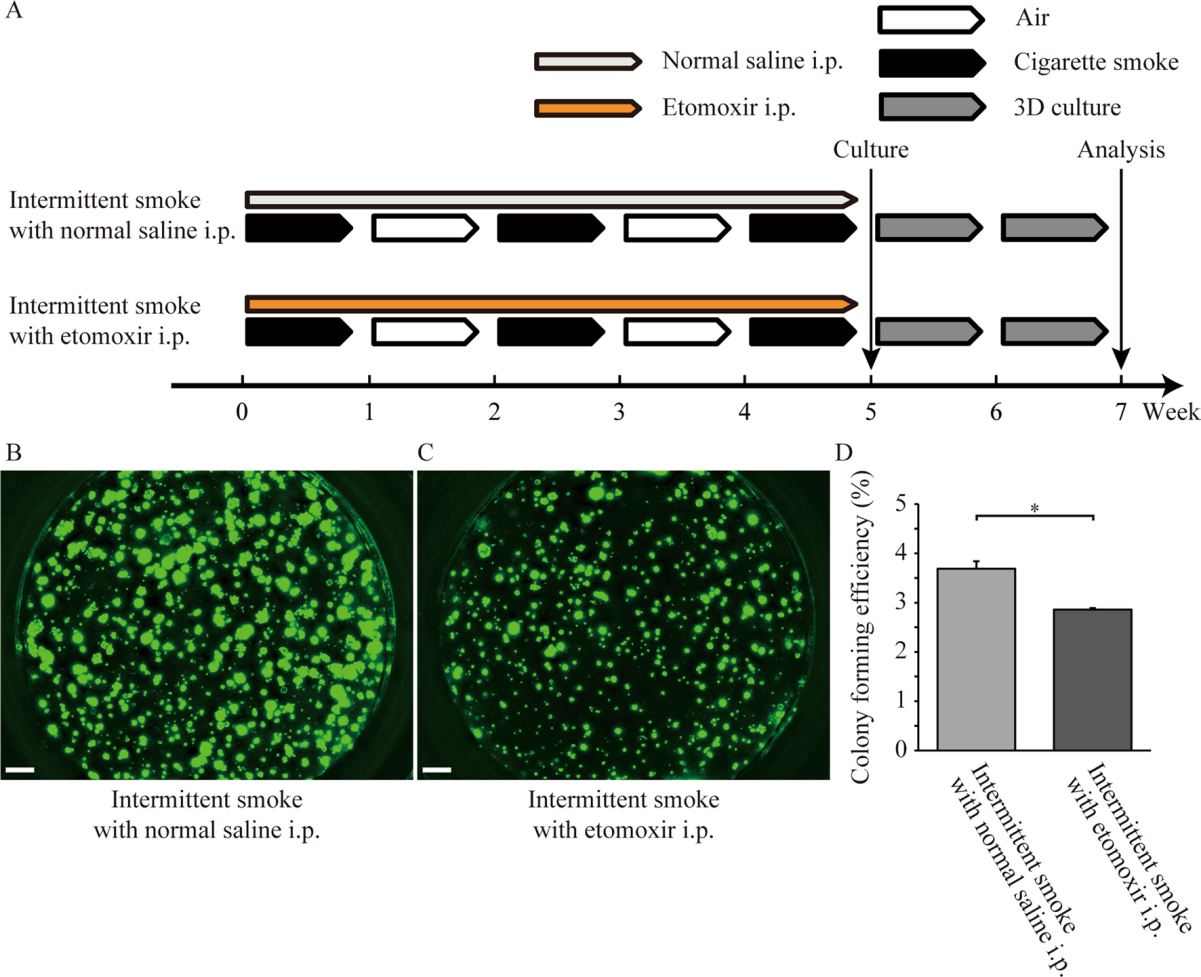
Effect of blocking FAO on intermittent CS-induced activation of AT2 stemness. **A** Study design and experimental protocol. The carnitine palmitoyltransferase (Cpt1), inhibitor etomoxir (25 mg/kg) or vehicle (normal saline) was intraperitoneally injected into intermittent CS-exposed Sftpc/GFP mice every other day for 5 weeks. **B**–**D** Representative day 14 images are presented for intermittent CS-exposed mice treated with normal saline i.p. (**B**) and etomoxir i.p. (**C**). Colony-forming efficiency (CFE) was inhibited in the etomoxir group (**D**). Quantification of CFE was conducted using triplicate wells. Data are presented as means ± SD. The reproducibility was confirmed using two repeated experiments. *P < 0.05. Scale bars: 500 μm

To further confirm the effects of FAO on alveolar stem cell activation independent to CS exposure, we treated AT2 cells sorted from air-exposed control mice with etomoxir or L-carnitine (a metabolite critical for transporting long-chain fatty acids into the mitochondria for subsequent β-oxidation; i.e., it enhances FAO [25] and upregulates *Cpt1a* mRNA expression [26] in vitro), and examined the effects on AT2 cell colony-forming efficiency (Fig. 5A). Treatment with etomoxir significantly suppressed AT2 cell colony-forming efficiency at the 150 µM concentration (Fig. 5B–F). In contrast, treatment with L-carnitine significantly upregulated AT2 cell colony-forming efficiency at the 10 mM concentration (Fig. 5G–J). Collectively, these data suggest that FAO is directly implicated in the regulation of AT2 stem cell function.

**Fig. 5:**
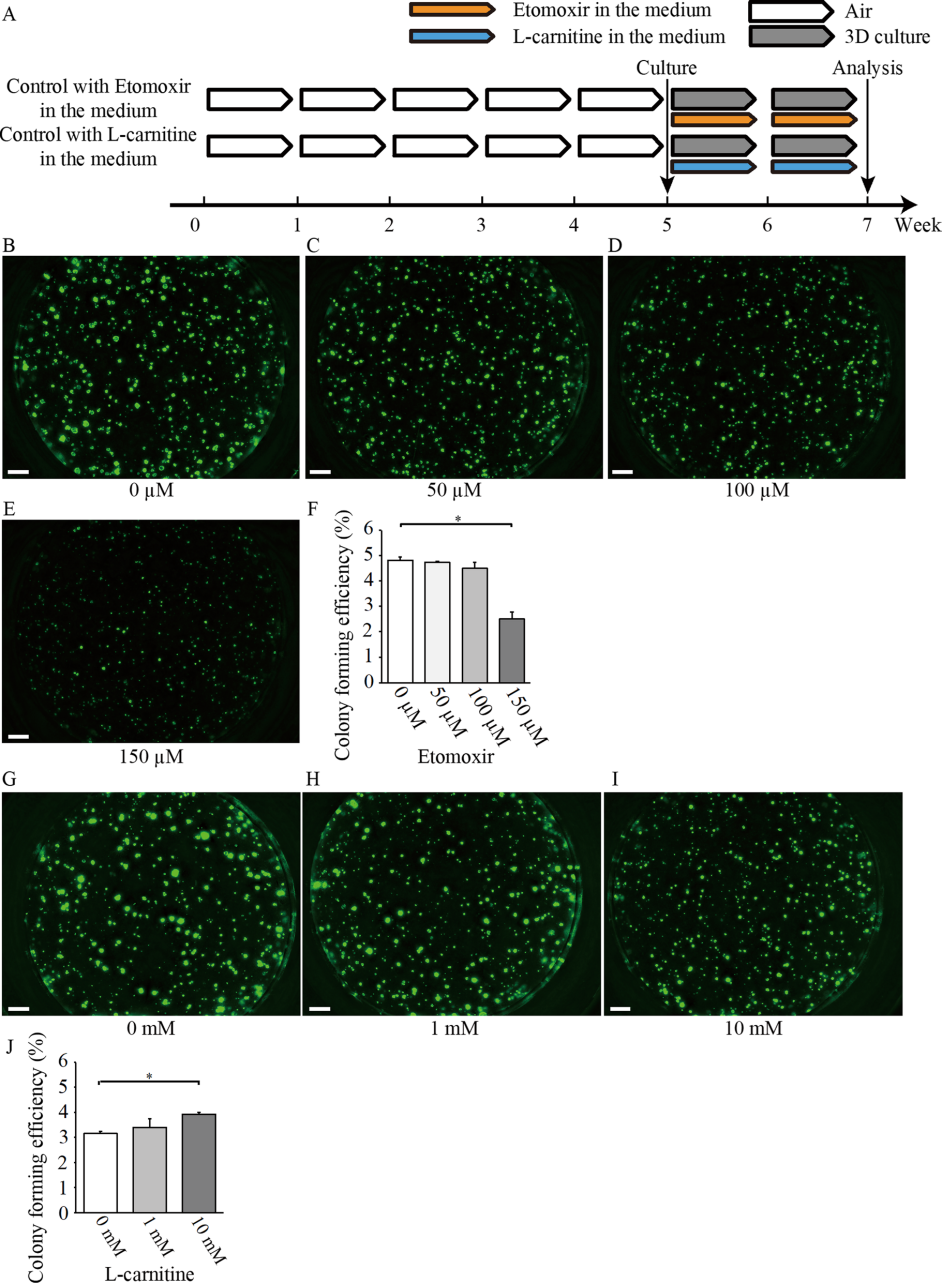
Effect of blocking or inducing FAO in vitro on naïve AT2 stem cells. **A** Study design and experimental protocol. The effect of different etomoxir or L-carnitine concentrations on colony formation in the 3D colony-forming assay was evaluated in air-exposed mice. Etomoxir or L-carnitine was added to the medium. (B-E) Representative day 14 images of alveolar colonies treated with different concentrations of etomoxir are presented. **F** Comparison of the effect of etomoxir. Quantification of colony-forming efficiency (CFE) was conducted using triplicate wells. Data are presented as means ± SD. The reproducibility was confirmed using two repeated experiments. **G**–**I** Representative day 14 images are presented for alveolar colonies treated with different concentrations of L-carnitine. **J** Comparison of the effect of L-carnitine. Quantification of CFE was conducted using triplicate wells. Data are presented as means ± SD. The reproducibility was confirmed using two repeated experiments. *P < 0.05. Scale bars: 500 μm

## Discussion

We recently reported that long-term (3-month) continuous CS exposure enhanced AT2 stemness in a murine model [10]. Here, we demonstrate that even relatively short-term continuous CS exposure enhanced the stemness of AT2 cells, and this enhancement was further augmented with an intermittent pattern of CS exposure. Previous studies have reported that intermittent irritation causes more harmful effects when compared to continuous irritation in several murine models. For example, intermittent hypoxia mimicking obstructive sleep apnea promoted lung tumorigenesis [27] and accelerated tumor progression when compared to chronic hypoxia [28]. Further, the mechanism of lung damage caused by intermittent hypoxia involved inflammation and oxidative stress [29]. We thus hypothesized that intermittent CS exposure would cause cytotoxicity and lung inflammation, resulting in greater DNA damage and compensatory cell proliferation, when compared to continuous CS-exposure. Contrary to our hypothesis, we observed that inflammation was more pronounced in continuous CS-exposed mice than in intermittent CS-exposed mice. Additionally, no differences in oxidative stress were detected between the two CS-exposed groups.

AT2 cells constitute the main epithelial stem cell pool of the alveolar compartment [30]. To maintain homeostasis, AT2 cells slowly self-renew and differentiate over a 1-year period but undergo rapid cycles of proliferation and differentiation following injury [30]. Several studies have reported the involvement of Wnt and bone marrow protein 4 (BMP4) signaling pathways in AT2 stem cell regulation. Wnt signaling is associated with smoke-induced diseases [31, 32]. However, neither Wnt nor BMP were differentially regulated between continuous and intermittent CS-exposed groups in our experiments. 

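Fzd4, a Wnt receptor, was the only gene of 63 in the Wnt list that was 2-fold apart between the CS arrays, at 2.08-fold lower with intermittent CS, and under 2-fold when 32 was added to each linear value. The signal transducer Dvl1 was 1.42-fold higher, and Axin2, a target gene of the pathway, was at log2 values of 8.48 with continuous CS and 8.34 with intermittent CS. The list held 18 genes above 0, 30 below and 15 with the same value on both arrays, with a median log2 difference of 0.00 (percentile 49.9). Of the 63, 35 lay below the receptor background with intermittent CS and 34 with continuous CS. Among the 29 above it on either CS array, 11 were above 0 and 12 below, with a median of 0.00. None of 39 genes of the BMP list was 2-fold apart. The ligand gene Bmp4 was at 15.04 with continuous CS and 15.16 with intermittent CS. The receptor genes Acvrl1 and Bmpr2 were 1.78-fold and 1.41-fold lower with intermittent CS, and the ligand gene Bmp6 was 1.76-fold lower. Of this list, 14 genes were above 0, 13 below and 12 the same, with a median of 0.00 (percentile 49.4). Below the receptor background lay 14 of the 39 with intermittent CS and 15 with continuous CS. Among the 25 above it on either CS array, 11 were above 0 and 8 below, with a median of 0.00. Fzd4 and Acvrl1 are also receptors of endothelial cells, whose markers were lower with intermittent CS.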

CS exposure is considered a lower grade injury compared to other injury models such as bleomycin and pneumonectomy. The Responses of AT2 cells vary by injury, which has been demonstrated in upper airway basal stem cells in which the pathways involved differ according to injury type [8].

In our previous report using a chronic CS exposure mouse model, chronic CS exposure enhanced the stemness of AT2 cells via circadian rhythm-related genes but not via other genes previously reported as regulators of AT2 cell stemness [10]. 

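None of 23 circadian clock genes was 2-fold apart between the CS arrays. The median log2 difference, intermittent minus continuous CS, was -0.05 (percentile 1.55), with 7 genes above 0, 15 below and 1 the same. The largest difference was -0.93 in Rorb, which lay below the receptor background on every array. Ciart, a repressor of the clock, was 1.57-fold lower with intermittent CS, and the clock activator gene Clock was 1.51-fold higher. Both CS arrays stood apart from the air array in these genes. The clock output gene Dbp was 325-fold higher with continuous CS and 306-fold higher with intermittent CS than with air, and the clock repressor gene Nr1d1 was 62.2-fold and 56.4-fold higher. The activators Arntl and Npas2 were 32.3-fold and 51.0-fold lower with continuous CS than with air, and 44.1-fold and 48.5-fold lower with intermittent CS. Of the 23 genes, 8 were at least 2-fold higher and 5 lower with continuous CS than with air, and 8 were higher and 4 lower with intermittent CS. The air group is 1 array, and the paper's text names no hour of collection. Another hour of the day for the air lungs and an effect of CS therefore cannot be told apart.

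**Figure D4:**
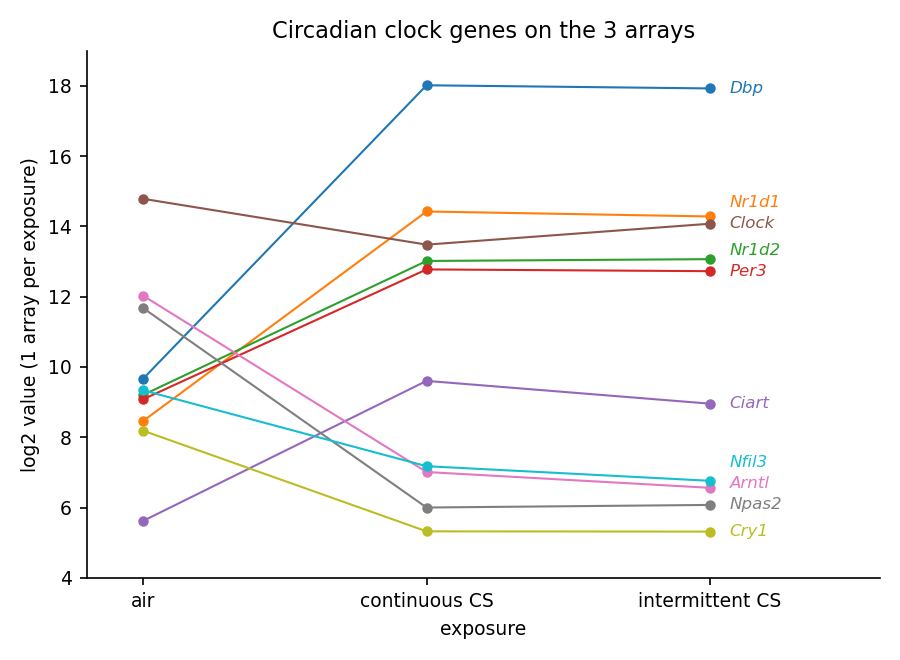
Log2 values of 10 circadian clock genes on the y axis for the air, continuous CS and intermittent CS arrays on the x axis, with 1 array per exposure and no error. Dbp lies at 9.67 with air, 18.02 with continuous CS and 17.93 with intermittent CS, and Arntl at 12.03, 7.01 and 6.56.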

In this study, we observed that intermittent CS exposure enhanced the stemness of AT2 cells via FAO activation but not via circadian rhythm-related genes as was observed for continuous CS exposure [10]. It is notable that different CS exposure protocols enhanced AT2 stemness via distinct mechanisms. Recent reports have demonstrated that AT2 cells are heterogeneous, and certain subpopulations of AT2 cells proliferate and differentiate into AT1 cells following severe injury [31, 33]. Our study did not identify which subpopulation of AT2 cells exhibited enhanced stemness in response to intermittent CS exposure, which is an issue worthy of further investigation.

Mitochondrial FAO is a major catabolic process that degrades long-chain fatty acids and has widespread effects on the regulation of cell fate in endothelial cells, immune cells, and cancer cells [34]. CS exposure has been reported to alter FAO in AT2 cells. Agarwal et al. demonstrated that short-term CS exposure altered glycolysis and increased FAO in AT2 cells [35], but the effect of different CS exposure protocols on AT2 stemness was unknown. Recent reports have highlighted the importance of FAO in stem cell maintenance. Fasting activates the FAO program, and acute genetic disruption of Cpt1a abrogated the enhancing effects of fasting on intestinal stem cells [22]. In neural stem cells, Cpt1a-dependent FAO was required for stem cell maintenance and proper neurogenesis [23]. In this study, we demonstrated that intermittent CS exposure activated the FAO program, and activation of the FAO program at least partly mediated the enhancement of AT2 cell stemness induced by intermittent CS exposure. These results provide mechanistic insight into the factors regulating AT2 cell stemness during health and CS-associated diseases.

We previously reported that long-term intermittent CS exposure enhanced tumorigenesis and emphysema progression when compared to continuous CS exposure [6]. Aberrant proliferation is a major component of cancer development and progression [36]. Cancer develops when a single mutated cell begins to proliferate abnormally. AT2 cells are widely held to be the cell of origin in lung cancer. Using lineage tracing, Desai et al. demonstrated that an activating Kras mutation in AT2 cells initiated a tumor focus [37]. In our previous long-term CS-induced lung tumor model, tumor cells were identified to originate from AT2 cells in the intermittent CS-exposed group based on their uniform Sftpc-positive and club cell 10-kD protein (CC10)-negative state [6]. A notable finding of the current study was that even short-term intermittent CS exposure enhanced the self-proliferation capacity of AT2 cells and blocking FAO reversed this enhancement. More studies on the role of FAO in lung cancer initiation and its relationship to the pattern of CS exposure are warranted.

## Conclusion

In conclusion, alveolar stem cell function was more strongly activated by intermittent CS exposure than by continuous CS exposure. We successfully demonstrated that intermittent CS exposure enhanced the stemness of AT2 cells via FAO activation. These results provide mechanistic insight into the factors regulating AT2 cell stemness during health and CS-associated diseases.

## Supplementary Information

**Additional file 1.** Supplemental Figure S1.

**Additional file 2.** Supplemental Figure S2.

**Additional file 3.** Supplemental Figure S3.

**Additional file 4.** Supplemental Figure S4.

**Additional file 5.** Supplemental Table S1.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

ACK: Ammonium-chloride-potassium
Aqp5: Aquaporin-5
AT1 cell: Alveolar type 1 cell
AT2 cell: Alveolar type 2 cell
BADJ: Bronchioalveolar duct junction
BAL: Bronchoalveolar lavage
BALF: Bronchoalveolar lavage fluid
BMP4: Bone marrow protein 4
CC10: Club cell 10-kD protein
CFE: Colony forming efficiency
COPD: Chronic obstructive pulmonary disease
Cpt1a: Carnitine palmitoyltransferase 1a
CS: Cigarette smoke
EpCAM: Epithelial cell adhesion molecule
FACS: Fluorescence-activated cell sorting
FAO: Fatty acid oxidation
FBS: Fetal bovine serum
GFP: Green fluorescent protein
GSH: Glutathione
GSSG: Glutathione disulfide
H&E: Hematoxylin and eosin
SD: Standard deviation
Sftpc: Surfactant protein C
WLC: Whole lung cell
3D: Three-dimensional
8-OHdG: 8-Hydroxy-2′-deoxyguanosine

How the deposited data were processed for this re-analysis (not part of the article)

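AT2 cells of 3 mice per exposure, sorted by high EpCAM and high GFP from whole lung cells, were pooled after exposure to air, continuous CS or intermittent CS, and the RNA of each pool was hybridized to 1 GeneChip Clariom S array. The authors scanned the arrays and processed the scans with the Transcriptome Analysis Console, and they deposited a table with 1 log2 value for each of 22206 transcript clusters on each of the 3 arrays. The software version, the summarization method, the background correction and the normalization between arrays are not given in the sources used here. All columns of values in the table were matched to an exposure by the sample labels. Values are written with 5 decimals and end at a ceiling of 19.93, which 9 clusters reach on every array.

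Gene names came from the annotation of the array platform, brought up to date with the RefSeq genes of the mouse assembly GRCm38.p6, which changed 0 symbols. Of the clusters, 19572 carried 1 symbol (19505 distinct symbols), none carried several and 2634 had none and stay unnamed. The genome build behind the array's design is not given in the sources used here, so no coordinates are printed. A gene with several clusters was read from the cluster with the highest mean over the arrays when it was a member of a list.

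The log2 values were used as deposited. The difference between arrays was taken per cluster for intermittent CS against continuous CS, continuous CS against air and intermittent CS against air, and clusters at least 2-fold apart were counted, as in the paper. No statistical test was made, since each exposure has 1 array. The depth of an array has no count behind it. The level without signal was read from 1414 clusters of olfactory and vomeronasal receptors. Between the CS arrays the standard deviation of the log2 difference was 0.253 over all clusters and 0.232 over the receptor clusters. On all 3 arrays, 3027 clusters held exactly the same value. The cause of the equal values is not given in the sources used here, and a difference in these clusters could not be read.

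Lists of pathways and of markers of other cell types that a lung sort could hold were fixed together with the rule for named genes. For each list the number of measured members, the members at least 2-fold apart and the median log2 difference were computed. The percentile of the median came from 10000 random lists of the same size, drawn from 20 bins of mean expression. The genes named are, for each pair of arrays, the 10 with the largest and the 10 with the smallest difference among clusters at least 2-fold apart that carried a symbol and reached the array median, leaving out predicted genes and olfactory or vomeronasal receptors, then the genes the paper names in its text or in Fig. 3A, whose values in the figure had been seen, and the 4 members of each list with the largest absolute difference. Scgb1a1, Lcp1, Axin2, Bmp4, Acadl, B2m, Cyp1a1, Mki67, Gsta3 and members named only because they passed 2-fold were chosen after their values were seen.

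The alternatives were median centring of each array, quantile normalization and cyclic loess of the 3 arrays, a filter at the array median, an offset of 32 on the linear scale, thresholds of 1.5-fold and 3-fold, gene symbols counted in place of clusters, the mean of a list in place of its median and the mean over the clusters of a gene. A filter at the 95th percentile of the receptor clusters was added after the data had been seen, and so was a floor there, with values below it raised to it and a difference of 0 where both arrays lay below it. A named gene below this level on 1 array of a pair is given as at least so many fold, its value on the brighter array against the level on the dimmer one. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for the scalings. The steps were tested on simulated data for intermittent CS against continuous CS with 22206 clusters and normal noise of the spread of the receptor clusters, a standard deviation of 0.232 of the log2 difference. Of 100 clusters planted 1.5 higher on the log2 scale 99 were recovered, and of 100 planted 1.5 lower all 100, with 0 false calls, while of the real receptor clusters 1 was at least 2-fold higher and 2 were lower. Of 200 random lists of 20 genes without a shift, 12 lay outside the central 95% of matched lists, and 19 of 20 lists shifted by 0.2 lay above it. The simulated noise was independent between clusters and gave no exact ties, while 6102 clusters were tied between the real CS arrays. The simulation therefore leaves open how the percentiles behave on the real arrays, where members of a list can move together. Experiments of the paper other than the arrays were not analysed here.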

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

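Both tests of the clock genes, and the intervals and background limit for the PPARalpha targets, were chosen after the values had been seen, and the other tests of the immune and fatty acid genes were set before. The exact interval for the receptor clusters and the count of members for the glucocorticoid list were not part of the limits set before and were added to them.

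The paper gives no counts for the smoke arrays against the air array. With continuous CS, 251 clusters were at least 2-fold higher and 105 lower than with air, and with intermittent CS 185 were higher and 159 lower. The acute phase gene Saa3 was higher than with air by 4.65 with continuous CS and by 5.40 with intermittent CS on the log2 scale. The list of glucocorticoid response genes had a median log2 difference from air of 0.69 with continuous CS, with 6 of 20 members at least 2-fold higher, and of 0.90 with intermittent CS, with 9 higher. The glucocorticoid-induced transcription factor Zbtb16 was 4.38-fold and 4.81-fold higher, and Per1, which also belongs to the clock, 5.72-fold and 5.16-fold. Endothelial markers had a median of 0.69 for continuous CS minus air, with Ramp2 4.99-fold and Ednrb 3.27-fold higher. Genes of cholesterol synthesis had a median of -0.51 for intermittent CS minus air, with the lanosterol demethylase gene Cyp51 2.36-fold and the squalene epoxidase gene Sqle 1.90-fold lower.

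The median log2 difference from air of the inflammation genes named by the study was 1.15 for continuous CS, with 9 of 10 above air. It was -0.25 for intermittent CS, with 9 of 10 below and 8 within 2-fold of air. The study named these genes as higher with continuous than with intermittent CS on the same arrays. That choice alone favors opposite signs against air, so the signs are not independent evidence. The difference between the CS groups was not tested. The median for intermittent minus continuous CS was -1.39 under the scaling nearest to 0 of the 3 tried. A scaling difference is argued against only in the size that these scalings correct. They moved the median over all clusters by at most 0.0373, and the genes were picked for their differences, so hardly another outcome was possible. Spread of clusters without signal is argued against: 0.141% of the receptor clusters were at least 2-fold lower with intermittent CS (2 of 1414, exact 95% interval 0.0171% to 0.510%, counting error only), against 0.669% of the other clusters. A larger share of leukocytes in the continuous CS sort, which the gate on EpCAM and GFP should remove, stays open as a hypothesis, since the pan-leukocyte list, of which 2 of 18 members are also in another list and 15 lie above the air array's median, had a median of -0.56, below every matched random list. The same list was 0.11 higher with continuous CS than with air and -0.60 with intermittent CS, Lcp1, its brightest member, was at 15.14 and 15.10 on the CS arrays, and markers of other cells moved likewise between the CS arrays (endothelial -0.76, AT1 -0.59, fibroblast and smooth muscle -0.42) and were higher with continuous CS than with air by 0.69, 0.61 and 0.73, so that a larger share of several other cell types is open as well, and a change within AT2 cells was not tested.

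A few fatty acid genes, Acot1 and Cpt1a above all, were higher with intermittent than with continuous CS. These 2 were at least 3.15-fold higher under each of the 3 scalings, which argues against a scaling difference only in the size that these scalings correct. Both genes came from the top of the ranking and the scalings moved little, so hardly another outcome was possible. Whether a few genes or the whole list were shifted cannot be told apart: without Acot1 and Cpt1a, 33 PPARalpha targets had a median of 0.02 at percentile 98.11, above the limit set beforehand, but with 18 members above 0 and 11 below, the 95% bootstrap interval of the median over the members ran from 0.00 to 0.15, and its lower end lay at percentile 50.61. The 19 of them above the receptor background had a median of 0.15 (percentile 99.93), with an interval from 0.00 to 0.75. Among the 33 are still Klf11 and Eci3, drawn in Fig. 3A from these same arrays, so the 33 are not independent of that choice. The glucocorticoid list without its PPARalpha targets was at percentile 11.33. By the limit set beforehand, this counts against a difference in glucocorticoid signaling or feeding between the mice. By the added count its members went both ways, with 7 of 18 above 0 and 9 below, so that such a difference is left open. An effect of the exposure pattern on these genes in AT2 cells remains among the open explanations, untested by replicate arrays. The paper reports RT-PCR of Acot1 and Cpt1a in the same direction and more Cpt1a staining in sorted AT2 cells after intermittent CS. It also reports that etomoxir, a Cpt1 inhibitor, lowered colony formation after intermittent CS and not after continuous CS. These experiments were not analysed here.

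The clock genes stood apart between the air array and both CS arrays. Dbp was higher than with air by 8.35 with continuous CS and 8.26 with intermittent CS on the log2 scale, and Arntl differed from air by -5.01 and -5.46. Dbp, Nr1d1, Npas2 and Arntl stayed at least 5.01 from the air array under the 3 scalings, which argues against a scaling difference only in the size that these scalings correct. These 4 genes were picked for their large differences and the scalings moved little, so hardly another outcome was possible. Another hour of the day at the collection of the air lungs, a clock shifted by CS, and a mixture of both cannot be told apart, since the exposure and any difference in hour fall on the same arrays, and the paper's text sets the collection a day after the last smoke exposure and names no hour. The 5 genes in phase with Arntl had a median of -2.86 with continuous CS and -2.87 with intermittent CS, and the 9 in the opposite phase had medians of 3.69 and 3.33. Both groups hold genes whose differences had already been seen, so their opposite signs restate the pattern and decide nothing.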

How the results depend on the processing

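The filter and the floor at the receptor background were chosen after the data had been seen, and the other alternatives were set before. No library could be left out, since each exposure has 1 array. No paired analysis was possible because there is 1 array per exposure and no test was made. Signal over background limits the counts: 56.2% of clusters lay above the receptor background with intermittent CS. Under median centring, quantile normalization and cyclic loess all 6 counts of clusters, the 9 list medians, the folds of Acot1 and Cpt1a and the 149 differences of named genes stayed within their tolerance (1.5 times for a count, 0.2 on the log2 scale otherwise), and the median over all clusters moved by at most 0.0373. The share of higher clusters for intermittent against continuous CS was 15.6% as deposited, 20.8% with median centring, 17.8% with quantile normalization and 15.2% with cyclic loess. Counting gene symbols or taking the mean over the clusters of a gene moved none. The 26 clusters higher with intermittent than with continuous CS became 15 with the filter at the array median, 17 with the filter and 12 with the floor at the receptor background, 7 with the offset of 32, 281 at 1.5-fold and 5 at 3-fold, and the 141 lower became 80 with the offset, 592 at 1.5-fold and 16 at 3-fold. For continuous CS against air the 251 higher became 165 with the offset, 840 at 1.5-fold and 53 at 3-fold, and the 105 lower became 611 and 27 at these thresholds. For intermittent CS against air the 185 higher became 740 and 37, and the 159 lower became 105 with the offset, 762 at 1.5-fold and 39 at 3-fold. The means of the mitochondrial fatty acid oxidation list (0.22) and of the PPARalpha targets (0.28) lay above their medians, since a few members with large differences weigh in a mean. Of 745 values of named genes under 5 settings, 690 stayed within 0.2, and 43 with the offset and 12 with the floor moved by more, as both draw dim clusters together. No result changed sign past the tolerance. For list medians near 0 the tolerance of 0.2 is wide, so staying within it says little. The median of the PPARalpha targets, 0.05 as deposited, was 0.00 with the floor and 0.19 with the filter at the array median.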

Differences from the paper's values

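All alternatives named here were fixed before the data were examined, except the bounds at the receptor background, which were chosen after seeing the values. The RT-PCR bars of the paper measure RNA of sorted cells by another assay. For genes higher with intermittent CS, the paper's RT-PCR fold was about 2.3 for Acot1 in Fig. 3B, read by eye, against 3.65 on the arrays, and about 1.8 for Cpt1a in Fig. 3B, read by eye, against 3.19. Each difference remained past 1.5 times under median centring, quantile normalization, cyclic loess and the offset of 32. For genes higher with continuous CS, the paper's fold was about 2.1 for Lilrb4a in Fig. 3C, read by eye, against 5.61 on the arrays, which remained past 1.5 times under the same 4 alternatives. For Il1rn it was about 3.2 in Fig. 3C, read by eye, against 4.9. Here the arrays came within 1.5 times of the paper under median centring (4.78), quantile normalization (4.79) and the offset of 32 (2.61), and not under cyclic loess (4.88). For Tlr13 it was about 2.4 in Fig. 3C, read by eye, against 4.67, and within 1.5 times under the offset of 32 (2.27), not under the 3 scalings. On the intermittent CS array Il1rn and Tlr13 lay below the receptor background, and against that background their folds are at least 3.11 and 2.25, which leaves open how far they differ from the paper's. Of the paper's 21 measured genes higher in continuous CS, 20 were at least 2-fold with values below it raised to it, and of the 22 higher in intermittent CS 10 were. The direction was the same by both assays for these 5 genes. By the legend of Fig. 3, cells pooled from 3 mice per group served for both assays, so the RT-PCR adds no replicate of the exposure. The 5 genes are among those drawn in Fig. 3A for their large array folds, a choice that favors larger folds on the arrays.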

Other observations

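The values in this part were not tested. The orosomucoid Orm1, an acute phase protein, was 7.10-fold higher with continuous CS than with air and 8.34-fold higher with intermittent CS, and Orm2, below the receptor background with air, was at least 3.94-fold and 5.01-fold higher. Cxcl5, a neutrophil chemoattractant made by AT2 cells, went the other way, at 5.67-fold lower with continuous CS and 6.52-fold lower with intermittent CS. Glutathione transferases and peroxidases had a median log2 difference from air of 0.24 with continuous CS and 0.37 with intermittent CS, with the transferase gene Gsta3 3.16-fold and 2.42-fold higher. Of the genes induced through the aryl hydrocarbon receptor by smoke constituents, Cyp1a1 was below the receptor background on all 3 arrays, at 3.16, 3.18 and 3.16 with air, continuous CS and intermittent CS, and Cyp1b1 was at 4.45, 5.61 and 5.30. With air Cyp1b1 lay below that background too, so it was at least 1.34-fold higher with continuous CS and at least 1.08-fold higher with intermittent CS. Markers of the transitional state between AT2 and AT1 cells had a median from air of -0.01 with continuous CS and -0.33 with intermittent CS. Among them, the cell cycle inhibitor Cdkn1a was 3.26-fold and 3.79-fold lower and the epithelial protein gene Sfn 2.49-fold and 3.24-fold lower. None of 34 cell cycle genes was 2-fold apart between the CS arrays (median 0.00), and the proliferation marker Mki67 was at 6.24 with air, 6.43 with continuous CS and 6.46 with intermittent CS.

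Between the CS arrays, 21 measured genes of MHC class I and its peptide loading had a median log2 difference of -0.44 for intermittent minus continuous CS, with 19 below 0, and of -0.51 for intermittent CS minus air. The class I gene H2-Q5 was 2.90-fold lower with intermittent than with continuous CS, the peptide transporter Tap1 2.00-fold and B2m, the light chain of class I, 1.78-fold. Genes that tell the MHC haplotypes of the crossed mouse strain apart were not analysed here, so a difference in haplotype between the pools was not tested. Genes of MHC class II had a median of -0.33. The median of the interferon response was -0.19 as measured, but 15 of its 31 genes lay below the receptor background with intermittent CS, and with such values raised to it the median was -0.02. The 19 measured genes of cholesterol synthesis had a median of -0.39, with 16 lower and none past 2-fold, among them Dhcr7 at 1.75-fold, Mvd at 1.74-fold and Lss at 1.67-fold lower with intermittent than with continuous CS. Markers of fibroblasts and smooth muscle were 0.73 higher in the median with continuous CS than with air and AT1 markers 0.61 higher, while the medians for intermittent CS minus air were 0.00 and 0.02.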
